A study of Lachancea kluyveri with 12 samples. Its data were reported in "Plastic Rewiring of Sef1 Transcriptional Networks and the Potential of Nonfunctional Transcription Factor Binding in Facilitating Adaptive Evolution" (2021).

How the data were processed

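Binding of the transcription factor Sef1 was profiled in the yeast Lachancea kluyveri by chromatin immunoprecipitation followed by sequencing (ChIP-seq). The strain carried Sef1 fused to a TAP tag, an affinity tag by which the protein and the DNA fixed to it are pulled down. Cells were grown overnight in YPD (rich medium with glucose), diluted into fresh YPD or into YPGly (rich medium with glycerol, a carbon source that is respired rather than fermented) and incubated for 5.5 h at 30 °C. They were fixed with 1% formaldehyde for 20 min at a density of 1 OD600 per ml in YPD and 0.5 OD600 per ml in YPGly. The series holds 12 samples in 4 groups of 3: the precipitated DNA and the paired input DNA of each medium. Groups and replicate numbers were taken from the sample titles. The series describes the 3 samples of a medium as biological replicates.

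Per the study's methods, the authors trimmed single-end reads, mapped them to the L. kluyveri genome and called peaks in each ChIP library apart with the SPP peak caller at a false discovery rate of 0.05. The submitters' processing notes name FastQC 0.11.8, Trimmomatic 0.36, Bowtie2 2.3.3 and DiffBind 2.10.0. Replicates were not pooled in the files used here, and every list belongs to 1 ChIP library. The labels pair each ChIP library with its own input library. Each list gives binding positions and, in a second file, an interval of fixed width around each position, which was 190 bp in YPGly replicate 1 and 170 bp in the other libraries. The deposited score of a position is the caller's peak height, which is not scaled to library size. The deposited fold enrichment is a ratio of ChIP over input signal, given by the authors' caller as a maximum likelihood estimate and a lower bound. The deposited false discovery rate is a q-value within a library. The interval files repeat the deposited score and give the −log10 of the same false discovery rate. The highest false discovery rate in any list lay between 0.048 and 0.0498, and neighbouring positions of a library lay at least 199 bp apart.

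Read depth is unknown from peak lists, so no interval that needs read counts is given. The precision of a fold is given instead by its SD over 3 replicates. The median coefficient of variation of a region's fold between replicates was 5.34% in YPD and 7.54% in YPGly. The lower bound of the fold was in the median 0.907 to 0.92 of the estimate, depending on the library. Fold and score are the authors' values for a peak in its own list. They depend on how well each precipitation worked, so regions were compared between media mainly by rank within a library and by overlap. Overlap does not escape this dependence, since a region below detection in a list counts as absent from it. Intervals for the share of a library's positions are Wilson 95% intervals and cover counting error only.

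The intervals of the 6 lists were merged into regions wherever they overlapped by at least 1 bp. A library called a region when 1 of its intervals lay in it, and the region took the fold of that library's highest-scoring position there. This gave 1343 regions with a median length of 190 bp. A region counted for a medium when all 3 of its libraries called it, which is the rule the study used. It counted as YPGly-only or YPD-only when, in addition, no library of the other medium called it. Group values were compared by two-sided exact permutation tests, where 3 libraries against 3 cannot give a p below 0.1. Over the regions called in all 6 libraries, folds were ranked within each library, and a region was rank-shifted when its 3 ranks in 1 medium all lay above its 3 ranks in the other. Chance gives 5% of regions per direction. YPGly-only and YPD-only regions were compared between chromosomes by a permutation test with 100000 draws, and on the first 1 Mb of chromosome C by Fisher's exact test. Region building and ranking were tested on 1000 simulated regions in lists for the YPGly against YPD comparison, where all 300 shared, 450 YPGly-only and 100 YPD-only regions were recovered. In the same simulation, 60 of 60 regions with a 4-fold change in either direction were found as rank-shifted. The simulated regions were spaced more widely than the closest real positions, and shared or medium-only ones were called by every library of a medium. The simulation thus checks the code on clear cases and gives no rate of false rank shifts. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

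The regions named in the text follow a rule: the 10 of highest mean fold in each medium, the 5 of highest mean fold among YPGly-only and among YPD-only regions, and the 5 largest rank shifts in each direction. The groups, tests, naming rule and most alternatives were set before the data were examined. The test on the share of each library's positions on the first 1 Mb of chromosome C was added after seeing the data, while the comparison of YPGly-only with YPD-only regions there was set before. Alternatives covered a stricter false discovery rate of 0.01, a lower bound of the fold of at least 2, other joining rules, lists of equal length, a rule of 2 of 3 libraries, leaving out each replicate and pairing by replicate number. Coordinates are those of the deposited lists, counted from 1, on chromosomes A to H. No genome sequence or gene annotation was used here, so regions are named by chromosome and position. The planned tests of gene lists, among them the tricarboxylic acid cycle and iron uptake, and the planned motif count and region density by chromosome length were therefore not run. The study's methods state that the same workflow called no peak in an untagged strain, which the protocols say was grown in both media. Neither that strain nor the inputs were analysed here as lists of their own.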

Results

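To find where Sef1 sits on the genome of L. kluyveri, and whether its binding differs between fermentable and respired carbon, TAP-tagged Sef1 was precipitated from cells grown in YPD or YPGly. Each of the 6 ChIP libraries, 3 per medium, gave a list of binding positions called against its own input. The YPD libraries held 479, 442 and 449 positions in replicates 1, 2 and 3. The YPGly libraries held 999, 959 and 935. Read depth is unknown from these lists, and every fold enrichment given here is the value of the authors' peak caller for ChIP over input.

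More positions were called in YPGly than in YPD. The mean was 964 ± 32.3 positions in YPGly and 457 ± 19.7 in YPD (SD, n = 3), a ratio of 2.11. All 3 YPGly libraries lay above all 3 YPD libraries, and the two-sided exact permutation p of 0.1 is the smallest that 3 libraries against 3 allow. Positions of at least 10-fold enrichment were also more numerous, at 37.7 ± 0.577 in YPD and 92 ± 3.61 in YPGly (SD, n = 3, exact permutation p = 0.1). The median fold of a whole list did not separate the media, at 2.41 ± 0.067 in YPD and 2.44 ± 0.111 in YPGly (SD, n = 3, exact permutation p = 0.7).

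**Figure D1:**
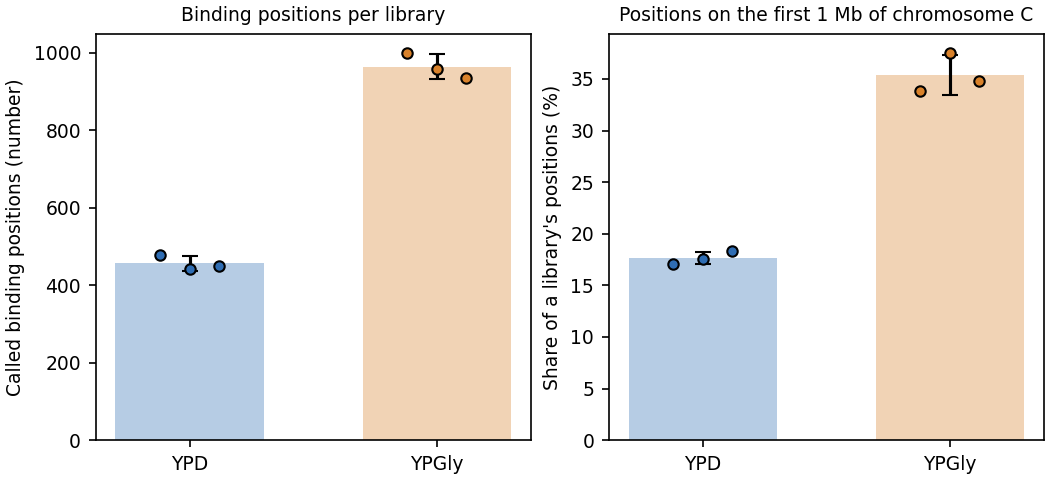
The left panel plots the number of called binding positions per library, and the right panel the percentage of them on the first 1 Mb of chromosome C. Points are the 3 libraries of a medium, bars their mean and error bars the SD; the YPGly libraries lie above the YPD libraries in both panels, at 935 to 999 against 442 to 479 positions and at 33.8 to 37.5% against 17.1 to 18.3%.

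All 3 YPD libraries shared 378 regions and all 3 YPGly libraries shared 780. Of these, 263 belonged to both sets, which is 69.6% of the YPD regions and 33.7% of the YPGly regions. Together the sets held 895 regions. A strict YPGly-only set, called in all 3 YPGly libraries and in no YPD library, had 454 regions, and the YPD-only set had 89. The remaining 89 regions were called in all libraries of 1 medium and in 1 or 2 of the other. A region absent from a list may be unbound there or below detection. With each list cut to its 442 highest-scoring positions, 395 regions were shared in YPGly and 370 in YPD, and 137 were YPGly-only and 120 YPD-only. The score used for this cut is peak height and not fold. Lists of equal length bring such counts close by construction, so the cut cannot tell what the contrasts depended on. Without the first 1 Mb of chromosome C, an alternative chosen after seeing the data, 501 regions were shared in YPGly and 310 in YPD, and 256 were YPGly-only and 86 YPD-only.

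The strongest regions were bound in both media. The highest fold in either medium was at chromosome H, 2071060 to 2071258, with 406.6 ± 26.4 in YPGly and 308.9 ± 6.99 in YPD (SD, n = 3). The next was at chromosome E, 729243 to 729432, with 270.8 ± 9.96 in YPGly and 155.7 ± 16.9 in YPD. A region of chromosome G from 979670 to 979859 reached 237.8 ± 13.8 in YPGly and 92.7 ± 5.67 in YPD. The regions at chromosome H 1210904 to 1211093, chromosome G 290494 to 290683 and chromosome C 693138 to 693327 had 135.1 ± 3.95, 131.7 ± 4.56 and 127.7 ± 10.1 in YPGly. Their YPD folds were 41.7 ± 1.81, 40.1 ± 0.993 and 58.1 ± 6.13. The other 4 of the 10 strongest YPGly regions lay at chromosome H 1737730 to 1737925, chromosome H 2275736 to 2275925, chromosome E 71939 to 72128 and chromosome D 761725 to 761925. Their mean folds were 119.3, 116, 70.3 and 68.2 in YPGly against 21.4, 37.2, 23.4 and 14.7 in YPD. Of the 10 strongest regions of each medium 7 were the same, and of the 50 strongest 29 were the same.

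Sharing fell with strength. Among the 50 strongest YPGly regions, with mean folds from 14.6 to 407, 45 were also called in all 3 YPD libraries. The share was 64% for ranks 51 to 100, 55% for ranks 101 to 200 and 35.5% for ranks 201 to 400. Of the 380 weakest YPGly regions, with mean folds of 2.75 or less, 15.8% were called in all 3 YPD libraries. Weak regions are more easily missed in a list, so this fall does not show that they were unbound in YPD.

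The 3 strong YPD regions outside the 10 strongest of YPGly did not rise in YPGly. At chromosome E 434125 to 434316 the fold was 107.5 ± 11.3 in YPD and 16.98 ± 1.17 in YPGly (SD, n = 3). At chromosome E 128701 to 128890 it was 74.5 ± 3.06 in YPD and 14.5 ± 1.57 in YPGly. In both regions every YPD replicate lay above every YPGly replicate in fold. At chromosome D 966580 to 966769 the media differed by less than the spread between replicates, at 42.4 ± 2.37 in YPD and 43.7 ± 5.06 in YPGly.

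**Figure D2:**
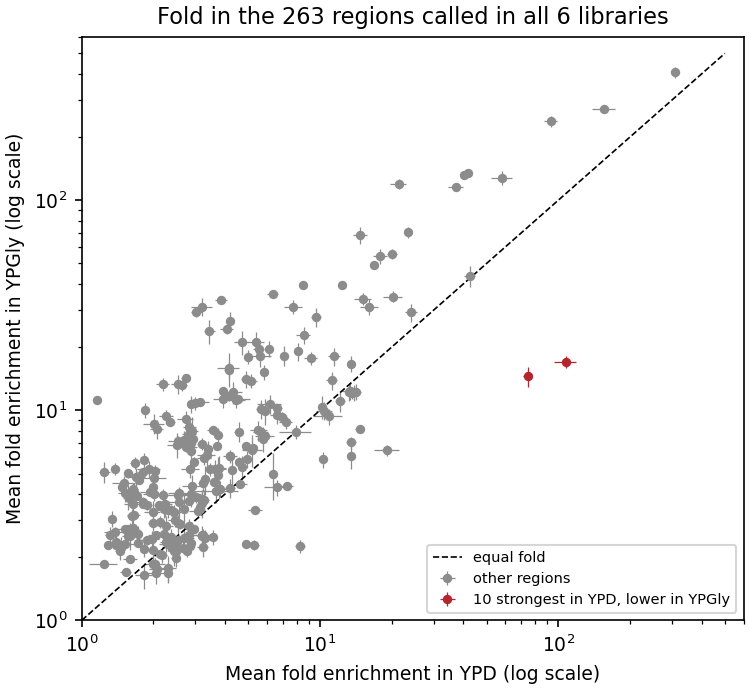
Each point is 1 of the 263 regions called in all 6 libraries, with its mean fold enrichment in YPD on the x axis and in YPGly on the y axis, both on log scales, and bars give the SD over 3 replicates. Most points lie above the dashed line of equal fold, while the pair in red, at 107.5 and 74.5 in YPD, lie far below it.

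The median mean fold was 2.07 for YPGly-only and 2.12 for YPD-only regions. Mean fold reached 10 in 12 of the 454 YPGly-only regions and in 0 of the 89 YPD-only regions, a difference that was not tested. The strongest YPGly-only region, at chromosome D 704814 to 705003, had a fold of 52.9 ± 4.25 (SD, n = 3), and the nearest position of any YPD library was 16409 bp from its centre. It was followed by chromosome C 1139249 to 1139438 with 25.3 ± 1.38, which lay 451 bp from a YPD position. Chromosome H 2307549 to 2307738, chromosome F 1139804 to 1139993 and chromosome B 297120 to 297323 had folds of 20.5 ± 2.3, 15.4 ± 1.26 and 14.6 ± 1.49. The strongest YPD-only region, at chromosome G 1659565 to 1659741, had a fold of 7.57 ± 0.423 and lay 212 bp from a YPGly position. The next YPD-only regions were chromosome E 433676 to 433851 with 5.22 ± 0.334 and chromosome C 971197 to 971380 with 4.48 ± 0.119, which lay 455 and 204 bp from a YPGly position. Chromosome D 182995 to 183177 and chromosome E 225810 to 225986 followed with 3.86 ± 0.119 and 3.49 ± 0.242.

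Over the 263 regions called in all 6 libraries, the median fold was 3.04, 2.96 and 3.07 in the YPD libraries and 5.72, 4.9 and 5 in the YPGly libraries. The ratio of YPGly over YPD was 1.72, with a two-sided exact permutation p of 0.1, the smallest possible. In 191 of these regions every YPGly fold lay above every YPD fold, and in 34 every YPD fold lay above every YPGly fold. Chance gives 5% per direction if the libraries differ in no other way. A precipitation that worked better throughout the YPGly libraries would raise the first count by itself, so these counts do not single out regions. Across regions, which are not independent replicates, log2 folds correlated at 0.994 to 0.997 between replicates of a medium and at 0.773 to 0.785 between media.

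Folds were also ranked within each library. Ranks over the same regions have a fixed sum, so regions that rise in rank push others down, and a balance between the directions is set by the ranking. In all, 116 regions ranked higher in every YPGly library and 115 in every YPD library, together 87.8% of the 263. The largest shift toward YPGly was at chromosome C 1138798 to 1139087, where the fold was 11.25 ± 0.33 in YPGly and 1.16 ± 0.036 in YPD (SD, n = 3). It was followed by chromosome C 203532 to 203773 with 10.02 ± 0.804 against 1.83 ± 0.0307, and chromosome B 200987 to 201176 with 13.3 ± 0.927 against 2.19 ± 0.139. Chromosome B 577656 to 577869 and chromosome H 922864 to 923057 had 5.25 ± 0.354 and 5.07 ± 0.58 in YPGly against 1.38 ± 0.0151 and 1.25 ± 0.0632 in YPD. The largest shift toward YPD was at chromosome D 213827 to 214016, with 8.25 ± 0.377 in YPD and 2.26 ± 0.161 in YPGly. Chromosome G 1306052 to 1306347 and chromosome A 673441 to 673630 had 5.26 ± 0.276 and 4.9 ± 0.129 in YPD against 2.29 ± 0.126 and 2.32 ± 0.0968 in YPGly. Chromosome D 558217 to 558408 and chromosome C 917390 to 917732 had 5.35 ± 0.38 and 3.22 ± 0.163 in YPD against 3.37 ± 0.0466 and 2.24 ± 0.243 in YPGly. Merging overlapping intervals can join positions that lie apart. At chromosome C 1138798 to 1139087, the nearest YPD and YPGly positions lay 45 and 41 bp from the centre. At chromosome G 1306052 to 1306347 they lay 54 and 55 bp from it, and at chromosome C 917390 to 917732 71 and 70 bp. In these regions the folds compared may belong to different positions.

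Regions were not spread alike over the chromosomes in the 2 media. The first 1 Mb of chromosome C held 279 of the 780 YPGly regions and 68 of the 378 YPD regions. The first 1 Mb of the 6 other chromosomes with positions beyond 1 Mb held 29 to 69 YPGly regions and 16 to 52 YPD regions. This stretch held 198 of the 454 YPGly-only regions, or 43.6%, and 3 of the 89 YPD-only regions, or 3.37% (Fisher's exact test, two-sided, odds ratio 22.2, p = 6.6e-16). Regions are not independent replicates, so this p describes these lists. Per library, the stretch held 17.1% of positions in YPD replicate 1 (Wilson 95% interval 14 to 20.8%) and 33.8% in YPGly replicate 1 (31 to 36.8%). The mean share was 17.7 ± 0.572% in YPD and 35.4 ± 1.93% in YPGly (SD, n = 3, exact permutation p = 0.1), a test added after seeing the data. With each list cut to its 442 highest-scoring positions the gap was smaller, with mean shares of 17.6 ± 0.679% in YPD and 25.9 ± 1.51% in YPGly (SD, n = 3, exact permutation p = 0.1). In these equal lists the stretch held 28.5% of 137 YPGly-only and 6.67% of 120 YPD-only regions. In the full lists, the 279 YPGly regions of the stretch had a median fold of 2.23, against 3.38 for YPGly regions elsewhere. The split of YPGly-only and YPD-only regions differed between the chromosomes (permutation p = 1e-05, the smallest that the draws can give). Without the first 1 Mb of chromosome C the permutation p was 0.17.

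**Figure D3:**
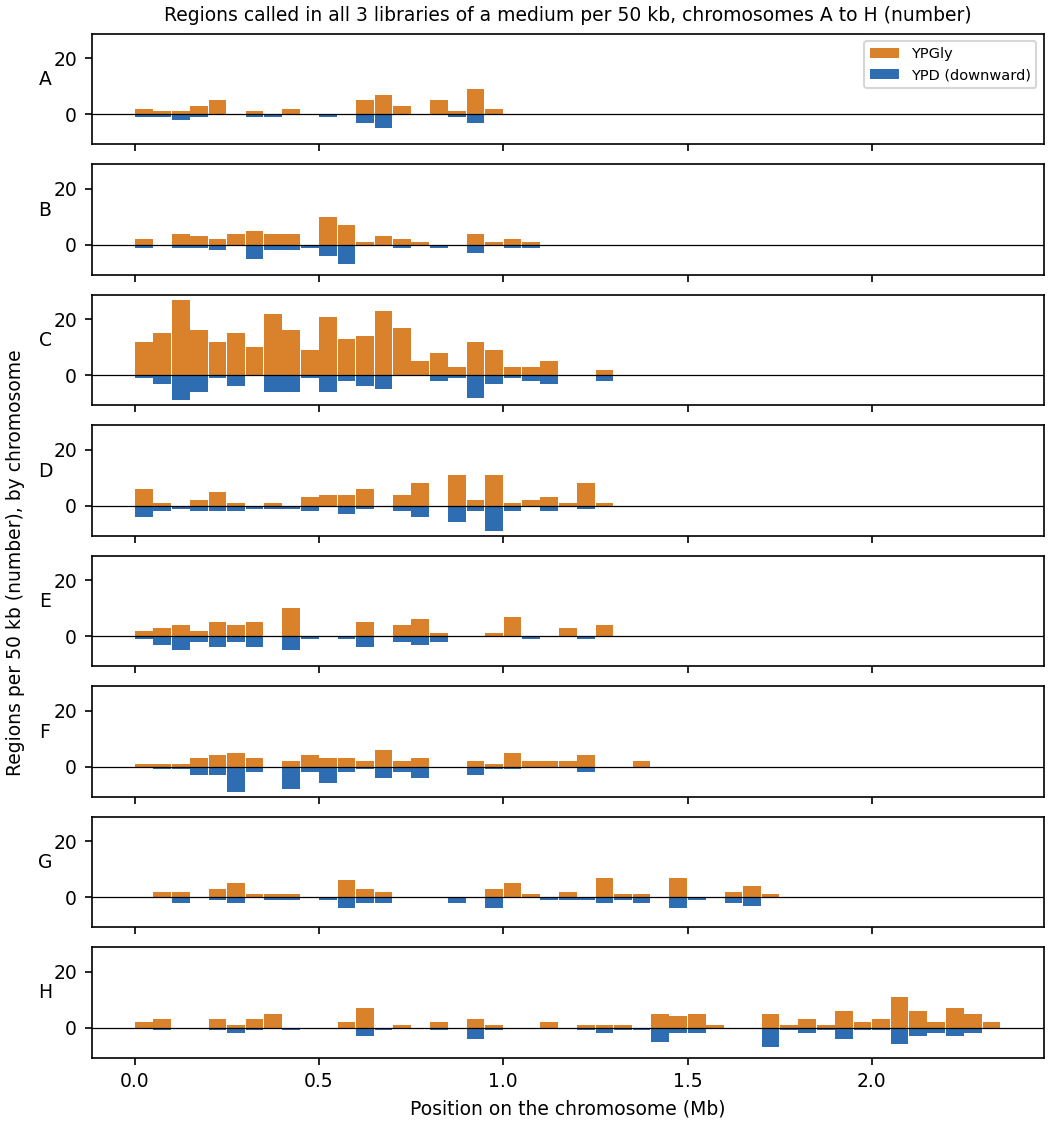
Number of regions called in all 3 libraries of a medium in successive bins of 50 kb (y axis, number of regions; x axis, position in Mb) on chromosomes A to H, with YPGly drawn upward and YPD downward. The bins of the first 1 Mb of chromosome C hold 3 to 27 YPGly regions with a median of 13, against a median of 2 and at most 11 in the bins elsewhere.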

Values the study reported

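The study reported 895 consistent peaks found in all repeats of a condition, with 378 from YPD and 780 from YPGly. Among the 50 most enriched YPGly peaks it found 15 of the 21 tricarboxylic acid cycle genes annotated in the genome. Over the 895 peaks, from which it had 758 assigned genes, 18 such genes were bound. Of 29 genes related to iron uptake, 4 were reported as bound.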

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

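Of 127 recomputed values for 11 results, 115 met the rule set for them, but the rules differed in what they could catch. Counts had to stay within 1.5 times their main value and could not reverse. The share of regions on the first 1 Mb of chromosome C had to stay within the interval of its main value. For the ratios of positions and of median fold, and for the share of positions per library on that stretch, only direction could fail. None of these reversed, which does not show that their size held. The alternatives without the first 1 Mb of chromosome C, with a distance of 500 bp, and those for the share of positions on that stretch were chosen after seeing the data. Keeping only peaks whose lower bound of the fold was at least 2 left 225 regions in all 3 YPD libraries, 462 in all 3 YPGly libraries, 168 in both, 264 YPGly-only and 33 YPD-only, because fewer peaks entered. Cutting every list to 442 positions left 395 regions in all 3 YPGly libraries and 370 in all 3 YPD libraries, with 137 YPGly-only and 120 YPD-only. Lists of equal length bring these counts close by construction, so the cut cannot tell what the YPGly excess depended on. Without the first 1 Mb of chromosome C, 501 regions were in all 3 YPGly libraries, 310 in all 3 YPD libraries and 200 in both, with 256 YPGly-only and 86 YPD-only. The share of regions on that stretch was 31.7% for either medium, 18% for YPD alone, 35.8% for YPGly alone and 27% at a lower bound of at least 2; the cause of the last was not tested. Leaving out 1 library at a time gave ratios of positions from 2.07 to 2.17 and ratios of median fold from 1.64 to 1.77. No count of regions moved by over 1.5 times. With a library left out, the rules asked for fewer libraries, so these counts could only stay or rise. A loss of regions could therefore not have shown. The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at -0.11, -0.18 and 0.14 across regions, and 2 of the 6 libraries correlated best with their own number. With the replicate block, the ratio of positions was 2.11 and that of median fold 1.72, each with an exact sign-flip p of 0.25, the smallest possible; 120 regions ranked higher in YPGly and 121 in YPD in all 3 pairs. Other settings for the gene lists and the motif were not run, because no annotation or genome was used. The share of positions per library on that stretch was 17.7 percentage points higher in YPGly, but 8.3 points with 442 positions per library and 9.86 points at a lower bound of at least 2. The depth of each library is unknown from these lists, which leaves open whether regions missing from a YPD list were unbound or below detection.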

Other observations

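All tests of explanations in this part were chosen after the results they bear on were seen. The YPGly-only region at chromosome C 1139249 to 1139438 and the region with the largest rank shift toward YPGly, at chromosome C 1138798 to 1139087, lie within 1000 bp of each other. The first was called in YPGly only, and the second had 9.67 times the YPD fold in YPGly. In the second, the folds of the media may belong to different positions. The YPD-only region at chromosome E 433676 to 433851 lies beside the region at 434125 to 434316, whose fold was 6.33 times higher in YPD. Of the 10 strongest YPD-only regions 3 had a YPGly position within 500 bp of their centre, against 1 of the other 79. Of the 454 YPGly-only regions, 36 had a YPD position within 500 bp.

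The YPGly excess on the first 1 Mb of chromosome C is the pattern most open to a second look. Longer YPGly lists do not account for all of it when lists are cut by score, which is peak height and not fold. With the 442 highest-scoring positions per library the lowest YPGly share on the stretch was 24.2% and the highest YPD share 18.3%. The gap between the means nevertheless fell from 17.7 to 8.3 percentage points. In regions called in all 6 libraries, the median log2 ratio of YPGly to YPD fold was 0.93 on the stretch and 0.6 elsewhere, a difference that was not settled (permutation p = 0.057, bootstrap 95% interval -0.16 to 0.68). This p rests on regions and not on libraries, and regions are not independent replicates. Binding gained in YPGly may underlie the part of the 17.7 points that equal lists keep, but it cannot be told apart from a bias that differed between the preparations of the 2 media, since the labels name no batch that holds libraries of both media. The study's methods state that no peak was called in the untagged strain, which was grown in both media; this bears against a bias that gives peaks without the tag, but its lists were not analysed here.

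Regions near chromosome ends, looked at after their values were seen, did not behave alike. Chromosome lengths were not used, so the last called region of a chromosome need not lie at its end. Of 20 regions within 1000 bp of the start of a chromosome or of its last called region, 7 were called in all 6 libraries, 7 were YPGly-only, 2 were called in all 3 YPGly libraries and in 1 or 2 YPD libraries, 4 were called in all 3 libraries of neither medium and none was YPD-only. Of all 1343 regions, 263 were called in all 6 libraries, 454 were YPGly-only and 89 YPD-only. The first regions of chromosomes A, B, C and E had mean folds of 13.3, 13.6, 13.3 and 14.2 in YPD and 12.2, 12.1, 12.3 and 12.3 in YPGly. Close to these were 2 regions on the right of chromosome C, with 12.1 and 13.8 in YPD and 11 and 12.2 in YPGly. The remaining region called in all 6 libraries, on the right of chromosome B, had 3.2 in YPD and 3.78 in YPGly. Why most of these folds lie so close was not tested, since no genome sequence was used. The YPGly-only regions near ends had mean folds from 1.22 to 13.8, the highest of them on the right of chromosome A.

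The counts of YPGly-only, YPD-only and rank-shifted regions were set against the other splits of the 6 libraries into 3 and 3. In each case 1 of the 10 splits, the real one, gave a count as large. The real split gave 454 YPGly-only and 89 YPD-only regions, and the highest count among the other splits was 3. It gave 116 regions ranked higher in YPGly and 115 ranked higher in YPD, and the highest other count was again 3. The 10 splits are too few for a share under 0.05. Every split but the real one also puts libraries of both media on both sides. Any difference between the media, in binding or in preparation, would therefore leave the other counts low, and the splits cannot tell these apart.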
